A study of Homo sapiens with 4 samples. Its data were reported in "Inhibition of FGF receptor blocks adaptive resistance to RET inhibition in CCDC6-RET–rearranged thyroid cancer" (2022).

How the data were processed

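TPC1 cells, an established human papillary thyroid carcinoma line that carries a CCDC6-RET fusion, were exposed for 24 h to the selective RET inhibitor BLU6864 (RETi) alone or to BLU6864 with the FGFR1–3 inhibitor BGJ398 (RETi + FGFRi), and RNA was sequenced. Groups and replicate numbers were taken from the labels, which give 2 libraries per group. The labels do not say whether the libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical. No vehicle, BGJ398-only or earlier time point was analysed here. Per the labels, the inhibitors were used at 100 µM, whereas the methods of the study give that figure in nanomolar, so the unit of the dose is uncertain.

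Per the labels, TruSeq RNA libraries were run on a HiSeq instrument as 50 bp single-end reads, and the submitters' processing notes name STAR 2.3, DESeq2 and the hg19 genome build. The methods of the study describe a longer paired-end run and a later STAR release, and which description applies to these libraries is not settled by the values. The tool that counted reads per gene, and its treatment of strand and of reads shared between genes, is not given in the sources used here. The authors deposited raw read counts per gene for each library, with no normalisation. Beside them the authors deposited normalised counts, a signal equal to each count divided by 1 factor per library. The authors also deposited the results of their own DESeq2 comparison of the groups, as a log2 fold change with its standard error on the log2 scale, and a p-value with its adjusted p-value for each gene. Values taken from that comparison are named as coming from the authors' deposited table. The table has 20372 genes, nearly all protein-coding, so the total count of a library is the number of reads assigned to these genes. Of these genes, 4067 had no read in any library. Gene coordinates are those of the deposited table (hg19) and are given 1-based.

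Totals were 26486456 counts in RETi replicate 1, 27457040 in RETi replicate 2, 24695040 in RETi + FGFRi replicate 1 and 27151015 in RETi + FGFRi replicate 2. Libraries of a group were compared before they were averaged. A chi-square statistic of the counts over tested genes was 7.91 per degree of freedom between the RETi libraries and 14.0 between the RETi + FGFRi libraries, above sampling noise, so the libraries of a group were not merged. Separate preparations from 1 culture would exceed sampling noise too, so this does not show that the replicates are independent. Between groups the statistic ranged from 42.7 to 62.9.

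The raw counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr with its minimum of 10 reads, quasi-likelihood F-test without covariates, all 4 libraries in 1 fit), and p was adjusted by the Benjamini-Hochberg method over the 12794 genes tested. Genes were called at an adjusted p under 0.05. Levels are printed as the deposited normalised counts, as mean ± SD over 2 libraries. Fold changes are RETi + FGFRi over RETi, and the SE of a log2 fold change is its size divided by the square root of F. The fit had 2 residual degrees of freedom and 8.96 prior degrees of freedom from all genes. The thresholds that the methods of the study state for genes that fell, a log2 fold change below -0.5 and p under 0.01, were applied to the same fit, with unadjusted p because the methods do not say whether p was adjusted.

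Gene lists were fixed before the data were examined. They were written from textbook knowledge, except the thyroid differentiation list, which holds the 16 thyroid function genes named in the methods of the study. There were 38 lists with 765 entries, of which 761 matched a gene of the table. The 36 lists with at least 5 tested members were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the lists. Camera compares a list with all other genes. Beside it camera was run with an estimated correlation, and fry was run, which tests whether the genes of a list move on balance in 1 direction and does not compare the list with other genes. When it estimates the correlation, camera uses the 2 residual degrees of freedom of the fit. A list can then fail without correlated members. Lists share members. SPRY1, SPRY2 and DUSP4 were named by the study for these treatments, so lists that hold them are not independent evidence on those genes.

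Genes named in the text followed a rule set before the data were examined. RET, FGFR1, FGFR2, FGFR3, SPRY1, SPRY2 and DUSP4 were named whatever their result. Among called genes with a mean of at least 50 normalised counts over the 4 libraries and no overlap between the groups, the 8 largest falls and the 8 largest rises were named. In each list up to 4 tested members with the smallest p were named. NF1, KRT86 and the genes of families grouped by symbol were named after their values were seen. Several named genes overlap another gene of the table (IFIT1 and IFIT3 with LIPA, LGR5 with TSPAN8, TGFB1 with HNRNPUL1, RPS13 with PIK3C2A, KRT18 with KRT8, TG with SLA, PLAU and GPI with other genes), and reads in such regions could be assigned to either.

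Alternatives set before the data were examined were DESeq2 size factors in place of TMM, no filter except on genes with no read, a filter at a mean of 50 reads, DESeq2 1.42.0 (Wald test), limma-voom, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, and lists without the genes named by the study. With 1 library left out, the spread between libraries comes from the other group alone. That spread was larger between the RETi + FGFRi libraries, so fewer genes can pass without a RETi library even where the effect is unchanged. Counts of genes passing with 1 library left out therefore do not show by themselves that a result rests on that library. Alternatives added after seeing the data were the removal from each library of a smooth trend with transcript length and GC content (loess, span 0.5, GENCODE release 44 transcripts, lengths found for 97.6% of tested genes) and DESeq2 with shrunken fold changes. GENCODE release 44 was used for length and GC content only. The trend was fitted without the genes of the fixed ribosomal protein, mitochondrial and interferon-stimulated lists. Genes outside these lists were not left out, so their values after removal may be reduced by their own share in the trend.

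The routines were tested on simulated counts for the comparison of RETi + FGFRi with RETi over 12794 genes, with 200 genes changed. The changed genes had a mean of at least 50 reads, and each gene took the dispersion of the trend, the same in both groups. In the data the spread differed between groups and 24.1% of tested genes were called. The rates below therefore need not hold for the data. The edgeR test recovered 89.6% of the 67 genes changed 1.5-fold and 100% of those changed 2-fold or 4-fold, with 3 false calls among 196. DESeq2 recovered 76.1% of the genes changed 1.5-fold, and limma-voom recovered 88.1%. With 1 library left out, the edgeR test recovered 74.6% of the genes changed 1.5-fold. A trend with transcript length of 0.30 per doubling was reduced to 0.0025 by its removal.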

Results

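RNA was sequenced from TPC1 cells exposed for 24 h to the RET inhibitor BLU6864 alone (RETi, 2 libraries) or to BLU6864 with the FGFR inhibitor BGJ398 (RETi + FGFRi, 2 libraries). The libraries held 24695040 to 27457040 counts over 20372 genes, and 12794 genes had enough reads to be tested. The comparison asks which transcripts differ when FGFR is inhibited together with RET rather than RET alone. Because both groups received BLU6864, it does not show the effect of BLU6864 itself.

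Transcripts that report on ERK pathway output were lower after RETi + FGFRi. The mRNA of CCND1, the cyclin D1 gene (ENSG00000110092, chromosome 11, 69455855 to 69469242, hg19), fell from 2062 ± 4.52 normalised counts after RETi to 473.1 ± 40.0 after RETi + FGFRi (SD, n = 2 each), a log2 fold change of -2.13 (SE 0.086, adjusted p = 5.8e-07, edgeR). The PEA3 transcription factors, which are induced by ERK signaling, fell together. ETV5 (ENSG00000244405, chromosome 3, 185764097 to 185828107) fell 4.48-fold, ETV1 (ENSG00000006468, chromosome 7, 13930853 to 14031050) fell 4.17-fold, and ETV4 (ENSG00000175832, chromosome 17, 41605212 to 41656988) fell 8.96-fold, from 176.6 ± 19.3 to 19.8 ± 9.47 normalised counts. In the deposited coordinates CCND1, ETV4 and ETV5 overlap ORAOV1, DHX8 and DGKG, so some reads at their ends are uncertain. All 10 genes of the MAPK activity score, a published index of ERK output, were lower, with a median log2 fold change of -1.88, and 10 were lower when adjusted over the list alone. The camera test gave an adjusted p of 6.0e-47 for this list, and an adjusted p = 0.15 with an estimated correlation. That correlation was -0.091, below the preset of 0.01, so correlated members are not what raised this p. The MAPK activity score includes SPRY2 and DUSP4, which the study had already named for these treatments. It is not independent evidence on those genes.

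**Figure D1:**
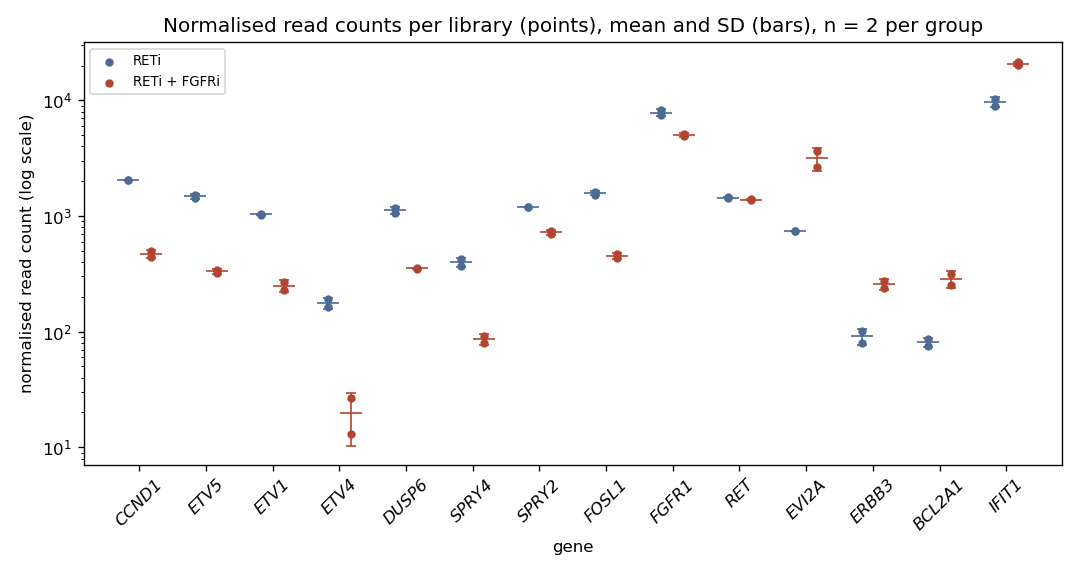
Normalised read counts (log scale) of 14 genes in each library after RETi or RETi + FGFRi; points are libraries, and bars are the mean and SD of 2 libraries. CCND1 sat near 2062 after RETi and 473.1 after RETi + FGFRi, whereas RET differed by less than its test could call.

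Negative regulators of ERK signaling were lower in the same libraries. Of 18 tested feedback regulators 10 fell, none rose and 8 did not pass, and 12 were lower when adjusted over the list alone (camera adjusted p = 1.9e-11; adjusted p = 0.21 with an estimated correlation). The phosphatase gene DUSP6 fell from 1119 ± 80.8 to 352.9 ± 4.89 normalised counts, SPRY4 from 397.4 ± 38.5 to 85.8 ± 8.91 (log2 fold change -2.21), and SPRY2 from 1191 ± 7.20 to 723.0 ± 32.5 (SD, n = 2 each). DUSP4 (ENSG00000120875, chromosome 8, 29190581 to 29208185) fell from 60.1 ± 0.42 to 14.0 ± 1.23 normalised counts (log2 fold change -2.10, SE 0.28, adjusted p = 0.00089). SPRY1 had a log2 fold change of -0.71 (SE 0.20, adjusted p = 0.025), at 89.6 ± 8.87 and 54.7 ± 1.96 normalised counts. The SPRY1 call was lost with DESeq2 (adjusted p = 0.12) and without RETi replicate 1 (0.062), RETi replicate 2 (0.19) or RETi + FGFRi replicate 1 (0.053). The authors' deposited table gives log2 fold changes of -0.70 for SPRY2, -0.59 for SPRY1 and -1.42 for DUSP4. For DUSP4 that is smaller in size than the -2.10 of edgeR. For SPRY1 the authors' DESeq2 comparison gives an adjusted p of 0.025. The SPRY1 call was thus lost in the DESeq2 run here, but not in that of the authors. Whether the authors' fold changes were shrunken is not stated in the sources used here.

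Among ETS and other ERK-responsive transcription factors, 7 of 13 fell and 6 did not pass, 9 being lower when adjusted over the list alone (camera adjusted p = 1.4e-18; adjusted p = 0.19 with an estimated correlation). FOSL1, an AP-1 subunit gene, fell from 1569 ± 59.1 to 453.6 ± 27.9 normalised counts (SD, n = 2 each). Of 19 immediate early genes 8 fell, 1 rose and 10 did not pass, with 9 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00043; adjusted p = 0.39 with an estimated correlation). The gene that rose did not pass without RETi replicate 2, and 3 and 2 genes rose without RETi + FGFRi replicates 1 and 2. Those with the smallest p included FOS (log2 fold change -1.96), EGR1 (-0.85) and IER3 (-0.50).

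The mRNA of FGFR1, a receptor that BGJ398 targets, fell from 7824 ± 533 to 5022 ± 166.6 normalised counts (SD, n = 2 each, log2 fold change -0.64, SE 0.082, adjusted p = 0.00071, edgeR). In the study's Western blots FGFR1 protein stayed elevated under the combination, so this mRNA fall need not be a fall of protein. Without a vehicle group, the mRNA could not be set against its untreated level. FGFR1 (ENSG00000077782, chromosome 8, 38268656 to 38326352) was the only 1 of 17 tested FGF receptors, ligands and adaptors to pass, also when adjusted over the list alone (camera adjusted p = 0.36), and without RETi + FGFRi replicate 1 another gene of the list rose. RET (ENSG00000165731, chromosome 10, 43572475 to 43625799) stood at 1443 ± 23.8 and 1386 ± 24.1 normalised counts, a log2 fold change of -0.06 (SE 0.075, adjusted p = 0.59) that was not detectable as a change. FGFR3 stood at 64.6 ± 8.56 and 64.0 ± 0.83, with a log2 fold change of -0.01 (SE 0.21, adjusted p = 0.97). FGFR2 was below the filter, with 1.92 to 3.02 normalised counts in the 4 libraries. The authors' deposited table gives log2 fold changes of -0.62 for FGFR1 and -0.06 for RET.

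Across all genes, 1643 were higher and 1446 lower after RETi + FGFRi at an adjusted p under 0.05. Most changes were small, since 65.7% of these genes had a log2 fold change under 0.5 in size. A change of more than 1 on the log2 scale was found for 103 of the higher and 108 of the lower genes. Among genes with a mean of at least 50 normalised counts these numbers were 41 and 61. At the thresholds of the study for genes that fell, 388 genes were lower, and 290 with adjusted p. At the same size and unadjusted p, 634 genes were higher. The authors' deposited table holds 1628 genes higher and 1602 lower at an adjusted p under 0.05, and 334 genes lower at the same thresholds, of which 333 also met them in the edgeR fit. Deposited fold changes were smaller in size than those of edgeR for genes such as DUSP4 and SPRY1. The same cutoff on the log2 fold change is therefore not the same measure in both. DESeq2 run here on the same libraries called 1250 higher and 1018 lower. Standard errors in the authors' deposited table were smaller than those of that run for 91.8% of tested genes, with a median ratio of 0.776, and the cause was not found. That run did not shrink its fold changes. Whether the authors' were shrunken is not stated, so the 2 sets of standard errors may be unlike measures. Without RETi replicate 1 the edgeR counts were 850 higher and 653 lower, and without RETi replicate 2 they were 691 and 553. In 65.1% of tested genes both libraries of a group lay above both of the other, where chance gives 33.3%.

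**Figure D2:**
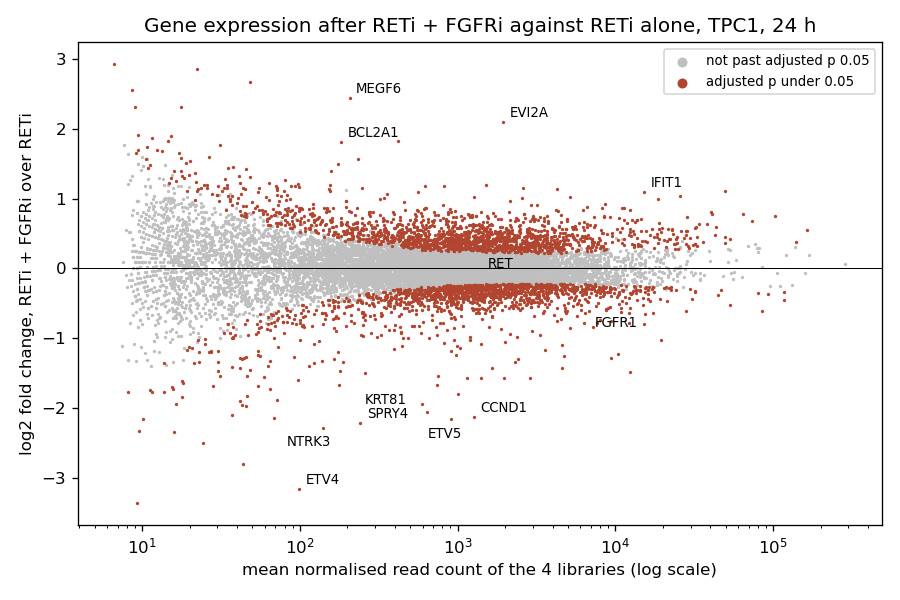
Log2 fold change (RETi + FGFRi over RETi) of 12794 tested genes against their mean normalised read count over the 4 libraries (log scale); red points passed an adjusted p of 0.05. ETV4 lies lowest of the labelled genes, at -3.16, and MEGF6 highest, at 2.44.

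Besides the PEA3 factors, CCND1 and SPRY4, the largest falls among genes with at least 50 normalised counts were those of NTRK3, THBD and KRT81. NTRK3, which encodes a neurotrophin receptor tyrosine kinase (ENSG00000140538, chromosome 15, 88418230 to 88799999), fell from 233.4 ± 18.1 to 47.9 ± 3.39 normalised counts (SD, n = 2 each; log2 fold change -2.28). The thrombomodulin gene THBD had a log2 fold change of -2.14 (SE 0.25). The keratin gene KRT81 had one of -1.94, and it overlaps its near-identical neighbour KRT86 in the deposited coordinates, so its count is uncertain.

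Among genes with at least 50 normalised counts, the largest rises were those of MEGF6, EVI2A, KCNJ13, BCL2A1, DPEP1, ERBB3, PLEKHS1 and HMCN1. EVI2A (ENSG00000126860, chromosome 17, 29644578 to 29648902) rose from 738.0 ± 3.45 to 3159 ± 697.9 normalised counts (SD, n = 2 each; log2 fold change 2.09, SE 0.13, adjusted p = 3.5e-06). It lies within the coordinates of NF1, for which the log2 fold change was 0.33 (adjusted p = 0.016), and strand use in counting is not stated. MEGF6 rose 5.44-fold (log2 fold change 2.44, SE 0.22). KCNJ13, a potassium channel gene that overlaps GIGYF2, had a log2 fold change of 1.83. BCL2A1, an anti-apoptotic BCL2 family gene, rose from 81.0 ± 7.45 to 284.7 ± 46.7 (log2 fold change 1.81, SE 0.17). ERBB3, a receptor tyrosine kinase gene of the EGFR family, rose from 91.3 ± 15.2 to 257.5 ± 26.7 (log2 fold change 1.49, SE 0.16). The log2 fold changes of DPEP1, PLEKHS1 and HMCN1 were 1.57, 1.40 and 1.26.

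Of 36 lists tested, 15 were lower and 6 higher with the preset correlation of 0.01. With an estimated correlation 0 of the 36 passed by camera and 4 had an unadjusted p under 0.05, in a fit with 2 residual degrees of freedom. The estimate was negative for the MAPK activity score, ERK feedback, ETS factor, immediate early and TGFβ/BMP lists, so correlation did not cost them their calls. Among the 21 lists it was highest for the ribosomal protein (0.94), interferon-stimulated (0.70), hypoxia (0.62) and mitochondrial (0.54) lists, where the preset p is least safe. By fry, 6 lists passed, namely the MAPK activity score, ERK feedback, ETS factor, Wnt, immediate early and TGFβ/BMP lists, all lower. In the counts that follow 1 library is left out. They depend on which group supplies the spread and do not measure the size of an effect. Without RETi replicate 1 and RETi replicate 2 in turn, the genes that fell were 5 and 4 of the immediate early list, 2 and 1 of the G2/M list, 13 and 11 of the cholesterol list, 8 and 6 of the glycolysis list, 10 and 5 of the adhesion list, 6 and 5 of the TGFβ/BMP list, 1 and 2 of the unfolded protein response list, 2 and 3 of the heat shock list, 3 and 1 of the BCL2 family list, 2 and 2 of the EMT list, 2 and 2 of the SRF/MRTF list, 1 and 1 of both the p53 and the Notch target lists, and 5 and 2 of the YAP/TEAD list, in which 1 gene rose in each case. In the JAK/STAT list 0 genes passed in edgeR without RETi replicate 1 (4 higher and 3 lower at an unadjusted p under 0.05), 0 rose and 1 fell without RETi replicate 2 (3 higher and 2 lower), and 5 rose and 1 fell without RETi + FGFRi replicate 2. Without RETi + FGFRi replicates 1 and 2 in turn, 15 and 3 genes of the G2/M list 8 and 3 of the hypoxia list and 3 and 5 of the fatty acid synthesis list fell, and 5 and 5 genes of the YAP/TEAD list, 4 and 2 of the histone list and 3 and 1 of the G1 cyclin list rose.

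**Figure D3:**
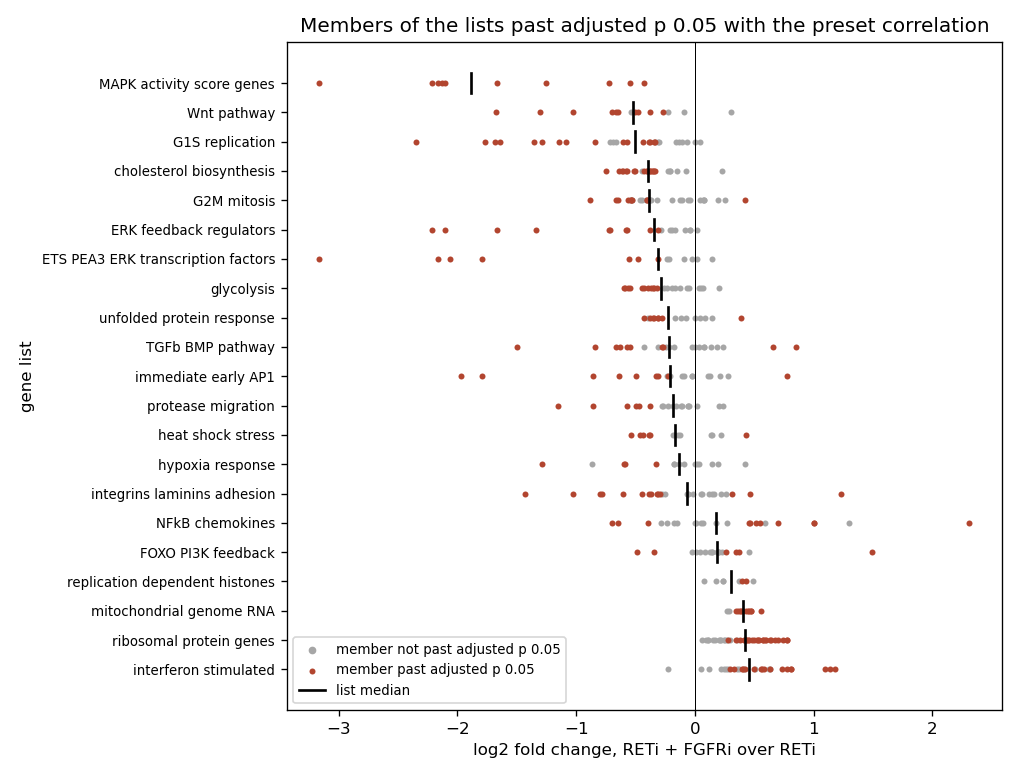
Log2 fold changes (RETi + FGFRi over RETi) of the tested members of the 21 lists that passed with the preset correlation; each point is a gene, red if its own adjusted p was under 0.05, and each black bar is the list median. The MAPK activity score lies lowest, with a median of -1.88, and the interferon-stimulated list highest, with 0.46.

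Wnt pathway genes fell in 10 of 14 cases, with 12 lower when adjusted over the list alone and a median log2 fold change of -0.52 (camera adjusted p = 2.4e-12; adjusted p = 0.39 with an estimated correlation). The stem cell marker LGR5 fell from 3418 ± 387 to 1391 ± 74.6 normalised counts (SD, n = 2 each), and the Wnt receptor genes FZD1 and FZD8 had log2 fold changes of -1.02 and -1.68. In the TGFβ/BMP list 8 of 23 genes fell, including NOG and BMP4, and 2 rose, including TGFB1 (8 lower and 3 higher adjusted over the list alone; camera adjusted p = 0.030; adjusted p = 0.46 with an estimated correlation). That call was lost without RETi + FGFRi replicate 1 (adjusted p = 0.059) and after a trend with transcript length and GC content was removed (0.050), where the median log2 fold change was -0.23, against -0.22 before. Without RETi replicate 2, 1 gene of the list rose.

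Of 28 G1/S and DNA replication genes 16 fell and 12 did not pass, with 18 lower when adjusted over the list alone (median log2 fold change -0.50, camera adjusted p = 9.1e-08; adjusted p = 0.46 with an estimated correlation). The ribonucleotide reductase gene RRM2 fell from 175.4 ± 8.19 to 68.7 ± 3.19 normalised counts (SD, n = 2 each), and the replicative helicase genes MCM4 and MCM5 had log2 fold changes of -0.61 and -0.37. The median of the G1/S list was -0.37 without RETi replicate 1 and -0.53 without RETi replicate 2. Of 30 G2/M genes 9 fell, 1 rose and 20 did not pass, with 12 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.0092; adjusted p = 0.59 with an estimated correlation), and the call was lost without RETi + FGFRi replicate 2 (adjusted p = 0.18). The G2/M gene that rose did not pass without RETi replicate 1 or RETi replicate 2. TPX2 and AURKB, both needed for mitosis, had log2 fold changes of -0.56 and -0.88. Among 14 G1 cyclins and CDK inhibitors 3 fell and 1 rose, with 3 lower and 2 higher when adjusted over the list alone (camera adjusted p = 0.079), and CDKN2C, a CDK4/6 inhibitor gene, rose with a log2 fold change of 0.73.

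Cholesterol synthesis genes fell in 17 of 24 cases and 7 did not pass, with 21 lower and 1 higher when adjusted over the list alone (median log2 fold change -0.39, camera adjusted p = 5.8e-12; adjusted p = 0.46 with an estimated correlation). SQLE, which encodes squalene epoxidase, fell from 11690 ± 185.7 to 6969 ± 502 normalised counts (SD, n = 2 each). Glycolysis genes fell in 11 of 22 cases, with 13 lower and 1 higher when adjusted over the list alone (camera adjusted p = 1.4e-05; adjusted p = 0.46 with an estimated correlation), among them the glucose transporter gene SLC2A1 (log2 fold change -0.59) and GPI (-0.56). Of 15 hypoxia-response genes 4 fell, also 4 when adjusted over the list alone, led by CA12 with a log2 fold change of -1.29 (camera adjusted p = 0.0098; adjusted p = 0.55 with an estimated correlation), and without RETi + FGFRi replicate 2 the list had an adjusted p of 0.18. Of 12 fatty acid synthesis genes 3 fell, and 4 when adjusted over the list alone (camera adjusted p = 0.063).

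Of 27 integrin, laminin and adhesion genes 11 fell and 3 rose, with 12 lower and 3 higher when adjusted over the list alone (camera adjusted p = 0.00010; adjusted p = 0.49 with an estimated correlation). The number that rose was 1 without RETi replicate 1 or RETi + FGFRi replicate 1. The integrin genes ITGA3 and ITGB5 had log2 fold changes of -1.03 and -0.79. Of 19 protease and migration genes 6 fell and none rose, with 7 lower when adjusted over the list alone (camera adjusted p = 0.00046; adjusted p = 0.47 with an estimated correlation). Without RETi + FGFRi replicate 2, 2 genes of this list rose and 7 fell. The urokinase gene PLAU fell from 6646 ± 148.4 to 3679 ± 33.9 normalised counts (SD, n = 2 each). In the unfolded protein response list 7 of 16 genes fell and 1 rose (8 and 1 adjusted over the list alone; camera adjusted p = 0.043; adjusted p = 0.49 with an estimated correlation), and in the heat shock list 5 of 13 fell and 1 rose (5 and 1 adjusted over the list alone; camera adjusted p = 0.033; adjusted p = 0.47 with an estimated correlation). The heat shock gene that rose did not pass without RETi replicate 1 or RETi replicate 2. Without RETi replicate 1 their adjusted p was 0.057 and 0.085, and without RETi + FGFRi replicate 2 that of the unfolded protein response list was 0.13.

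Interferon-stimulated genes were higher. Of 30 genes 17 rose, none fell and 13 did not pass, and 21 rose when adjusted over the list alone (median log2 fold change 0.46, camera adjusted p = 3.7e-09; adjusted p = 0.48 with an estimated correlation). IFIT1 rose from 9653 ± 964 to 20707 ± 910 normalised counts (SD, n = 2 each), and IFIT3 from 6904 ± 918 to 11495 ± 256. The list median was 0.24 without RETi + FGFRi replicate 1, 0.72 without RETi + FGFRi replicate 2 and 0.42 without RETi replicate 2. In the NF-κB and chemokine list 8 of 23 genes rose and 3 fell, with 11 higher and 3 lower when adjusted over the list alone (camera adjusted p = 0.0032; adjusted p = 0.50 with an estimated correlation). IL8 rose from 12467 ± 1359 to 24965 ± 232 normalised counts and CXCL2 had a log2 fold change of 0.70. Without RETi + FGFRi replicate 1 the list had an adjusted p of 0.10. In edgeR without RETi replicate 1, 7 genes rose and 0 fell (2 lower at an unadjusted p under 0.05), and without RETi replicate 2, 4 rose and 1 fell.

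Ribosomal protein genes and transcripts of the mitochondrial genome took a larger share of counts after RETi + FGFRi. The 91 genes with ribosomal protein symbols held 5.16 ± 0.035% of counts after RETi and 6.92 ± 0.91% after RETi + FGFRi, and the 13 mitochondrial genome transcripts 1.48 ± 0.11% and 1.89 ± 0.10% (SD, n = 2 each). Of the 40 ribosomal protein genes in the fixed list 26 rose, none fell and 14 did not pass, with 33 higher when adjusted over the list alone (median log2 fold change 0.43, camera adjusted p = 8.5e-13; adjusted p = 0.49 with an estimated correlation). Examples were RPL27 with a log2 fold change of 0.74 and RPS13 with 0.70. Ribosomal protein genes have many processed pseudogenes with which they could share reads. Of the 13 mitochondrial transcripts 11 rose, and 12 when adjusted over the list alone (camera adjusted p = 2.4e-07, and 0.47 with an estimated correlation). After removal of a trend with transcript length and GC content, the mitochondrial median was 0.28, against 0.41 before. Part of this rise thus went with that trend. Medians of the ribosomal protein and mitochondrial lists were 0.42 and 0.35 without RETi replicate 1, and 0.44 and 0.49 without RETi replicate 2. They were 0.58 and 0.41 without RETi + FGFRi replicate 1, and 0.26 and 0.43 without RETi + FGFRi replicate 2. Of 8 replication-dependent histone genes 2 rose, as they did adjusted over the list alone (camera adjusted p = 0.019; adjusted p = 0.48 with an estimated correlation), and without RETi replicate 1, 1 rose, while without RETi + FGFRi replicate 2 the list had an adjusted p of 0.093.

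In the FOXO and PI3K feedback list 4 of 19 genes rose, among them ERBB3 and IRS2, and 2 fell, as they did adjusted over the list alone (camera adjusted p = 0.044; adjusted p = 0.48 with an estimated correlation). That call was lost without RETi replicate 1, RETi + FGFRi replicate 1 or RETi + FGFRi replicate 2 (adjusted p = 0.12, 0.067 and 0.093). In this list 1 gene rose and 1 fell without RETi replicate 1, and 2 rose and 1 fell without RETi replicate 2. The other lists did not pass. Among 21 other receptor tyrosine kinases 3 rose and 5 fell, with 3 and 6 adjusted over the list alone, and ROR1 and EPHA2 had log2 fold changes of -0.99 and -0.54 (camera adjusted p = 0.13). Of 8 EGF family ligands 1 rose and 1 fell, as they did adjusted over the list alone (camera adjusted p = 0.45). The call of the ligand that rose was lost without RETi replicate 1, RETi replicate 2 or RETi + FGFRi replicate 1, and that of the ligand that fell without RETi replicate 1, while 2 fell without RETi + FGFRi replicate 1. Of 27 JAK/STAT genes 3 rose and 3 fell, the same numbers adjusted over the list alone (camera adjusted p = 0.79), with log2 fold changes of -0.77 for SOCS1 and 0.41 for STAT2. The study, using gene set enrichment with Gene Ontology signatures, named JAK/STAT signaling among the pathways inhibited by the combination. Its gene set and its test differ from those used here, so the results are not a direct comparison. Of 15 BCL2 family genes 3 rose, including BMF with a log2 fold change of 0.76, and 4 fell, including BCL2 with -0.80 (3 and 5 adjusted over the list alone; camera adjusted p = 0.90); the list median was -0.15 and its mean 0.02. Of 15 EMT genes 2 rose and 5 fell (2 and 6 adjusted over the list alone; camera adjusted p = 0.13), of 23 YAP/TEAD targets 3 and 5 (5 and 5 adjusted over the list alone; camera adjusted p = 0.45), and of 24 integrated stress response genes 6 and 4 (6 and 5 adjusted over the list alone; camera adjusted p = 0.15). In edgeR 0 integrated stress response genes fell without RETi replicate 1 or RETi replicate 2 (2 and 4 lower at an unadjusted p under 0.05), and 5 rose in both cases. In the EMT list 0 genes rose in edgeR without RETi replicate 1 (3 higher at an unadjusted p under 0.05), and 1 rose without RETi replicate 2 or RETi + FGFRi replicate 2. DDIT3, a stress-induced transcription factor gene that overlaps MARS, rose with a log2 fold change of 0.84.

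Of 14 SRF/MRTF targets 4 fell, with 4 lower and 1 higher adjusted over the list alone (camera adjusted p = 0.091), and 1 rose without RETi replicate 2, RETi + FGFRi replicate 1 or RETi + FGFRi replicate 2. In the p53 target list 2 of 20 genes fell and in the Notch target list 2 of 12, as they did adjusted over the list alone (camera adjusted p = 0.23 and 0.43), with log2 fold changes of -0.54 for GADD45A and -1.48 for HES1. Without RETi + FGFRi replicate 1, 2 Notch targets rose and 1 fell, and without RETi + FGFRi replicate 2, 1 p53 target fell. Of 9 tested thyroid differentiation genes, DIO1 alone rose, from 22.8 ± 1.05 to 47.1 ± 6.79 normalised counts (SD, n = 2 each), also when adjusted over the list alone (camera adjusted p = 0.41). Without RETi + FGFRi replicate 2, 3 genes of the list rose and 1 fell. The thyroglobulin gene TG had a log2 fold change of 0.44 (adjusted p = 0.10). Of the markers of other cell types, 1 of 5 tested fibroblast genes rose, namely LUM, also when adjusted over the list alone (camera adjusted p = 0.82). In the leukocyte list 1 of 4 tested genes fell, LCP1, at 30.5 ± 2.95 and 14.9 ± 4.58 normalised counts, also when adjusted over the list alone. The calls of DIO1, LUM and LCP1 were each lost without RETi replicate 1 or RETi replicate 2, and those of DIO1 and LCP1 also without RETi + FGFRi replicate 1. In the fibroblast list 1 gene fell without RETi replicate 1. The single endothelial or erythroid gene tested, KDR, did not pass (adjusted p = 0.14), and passed as higher without RETi replicate 1 (0.047).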

Values the study reported

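For loss under BLU6864 followed by recovery, the study counted 399 genes. It placed 63 of them in its FGFR-dependent signature. The cutoffs it used were −0.5 for the log2 fold change and 0.01 for P.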

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

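DESeq2 with shrunken fold changes and the removal of the length and GC trend were chosen after seeing the data. The 1643 higher and 1446 lower genes stayed within 1.5 times under other size factors, filters, limma-voom, DESeq2 (1250 and 1018) and the removal of the trend (1504 and 1573). An adjusted p under 0.01 left 669 and 568. With 1 library left out, where the lone library of a group is assumed to vary like the others, counts ranged from 691 to 1942 higher and from 553 to 1503 lower; they were 850 and 653 without RETi replicate 1 and 691 and 553 without RETi replicate 2. Genes at the study's thresholds numbered 341 to 457 with 1 library left out in place of 388; they numbered 310 with DESeq2 and 251 with DESeq2 and shrunken fold changes. Lists called went from 21 to 0 with an estimated correlation and 6 by fry, to between 16 and 21 with 1 library left out and to 20 after the trend was removed. With the replicate block, 2041 genes were higher and 1738 lower, and no list call changed. The deviations of same-numbered libraries correlated at 0.025 across genes, so the numbers are not taken to pair the libraries. FGFR1 was lower and RET not called under every alternative run. Of 152 named genes, 5 of the values under alternatives turned sign, none of them called. FGFR3 was at 0.13 without RETi replicate 1, -0.14 without RETi replicate 2, 0.0061 without RETi + FGFRi replicate 2 and 0.023 after the trend was removed, and CD68 at -0.17 without RETi + FGFRi replicate 1, 0.051 without RETi + FGFRi replicate 2 and 0.0035 after the trend was removed. Another 101 such values lost their call and 21 gained one; other causes were not tested. Depth of 24695040 to 27457040 counts limits low genes such as FGFR2.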

Other observations

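The grouping of genes by symbol, the removal of a trend with transcript length and GC content and the test of 5′ TOP messages were chosen after seeing which genes rose. Values with 1 library left out were planned, but the test of single libraries on ribosomal protein genes was written after its result, as was the use of the spread between libraries to judge single libraries in both lists. Genes grouped by the letters that open their symbol gave 153 families of at least 10 tested genes, and 12 passed with the preset correlation, 9 higher and 3 lower. With an estimated correlation each of these 12 had an adjusted p of 0.96 by camera. Keratin genes fell in 6 of 11 cases (median log2 fold change -0.46; -0.37 after removal of a trend with transcript length and GC content), including KRT18 from 1135 ± 38.5 to 692.3 ± 77.4 normalised counts (SD, n = 2 each) and KRT7 with a log2 fold change of -0.68. The GALNT genes, which start mucin-type O-glycan chains, fell in 4 of 12 cases (median -0.24; -0.30 after removal), including GALNT10 with -0.60 and GALNT14 with -0.52. The MCM genes fell in 6 of 10 cases.

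Genes with COX symbols, which name subunits and assembly factors of cytochrome c oxidase, rose in 12 of 22 cases and none fell (median log2 fold change 0.29; 0.16 after removal of the trend), including COX7B with 0.68 and COX7A2 with 0.67. NDUFB genes rose in 7 of 11 cases (0.34; 0.30 after removal) and NDUFA genes in 6 of 13 (0.34), whose call was lost after removal (0.23, adjusted p = 0.062). COMMD genes rose in 6 of 10 cases (0.36; 0.28 after removal). Intraflagellar transport (IFT) genes rose in 6 of 13 cases (0.26; 0.26 after removal), including IFT20 with 0.66.

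The rise of ribosomal protein genes was weighed against a bias in the libraries. After removal of a trend with transcript length and GC content the lower quartile of the log2 fold changes stayed at 0.23. The median was 0.39, against 0.43 before, which argues against that trend as the whole cause. The trend was fitted without the genes of the fixed list, so its value at their lengths rests on other genes. Ribosomal protein genes outside that list were not left out of the fit. The trend may therefore hold part of their rise. Both RETi + FGFRi libraries lay above both RETi libraries in the median level of the list. With each library left out the list median stayed above 0.2, the bound set for a rise not carried by 1 library. It was 0.26 without RETi + FGFRi replicate 2 and up to 0.58 with another library left out. Whether 1 library carries the rise still stays open. The standard error of 1 library against 2, from the spread within groups, was 0.19, too wide to separate 0.26 from the 0.1 set for the opposite. That spread came mainly from the gap between the RETi + FGFRi libraries. Their median levels less the gene mean were 0.052 and 0.36, against -0.21 and -0.20 in RETi. The gap in question thus widens the standard error that judges it, so this test could hardly decide. A rise of 5′ TOP messages as a class may contribute. Of the other 19 tested messages of that class 7 were called higher and 1 lower, where 1643 of all 12794 tested genes were higher. Their median was 0.18 before the trend was removed and 0.11 after. The latter lay at the 94.7th percentile of random lists matched on expression, which does not decide it. These messages were not left out of the fit of the trend. An effect of FGFR inhibition on these genes stays among the open explanations.

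The rise of interferon-stimulated genes was weighed in the same way. After removal of the length and GC trend the lower quartile stayed at 0.31 and the median was 0.48, against 0.46 before, which argues against that trend as the whole cause. The list median was 0.24 without RETi + FGFRi replicate 1 and 0.72 without RETi + FGFRi replicate 2. With each library left out it stayed above 0.2, the bound planned for a rise not carried by 1 library. Whether 1 library carries the rise still cannot be told apart from a rise in both. The standard error of 1 library against 2, from the spread within groups, was 0.30. Here too the spread came mainly from the RETi + FGFRi libraries, with median levels less the gene mean of 0.45 and -0.028. Those of RETi were -0.15 and -0.29. A response to BGJ398 stays open and was not tested against another cause that differs between the RETi + FGFRi libraries.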
